A study of Mus musculus with 2 samples.

How the data were processed

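Transcripts were counted in single biliary epithelial cells from mouse liver, in 1 library labelled Sox9cKO and 1 library labelled Sox9con. Per the labels' protocols, fixed cells were barcoded by split-pool combinatorial barcoding with the Evercode Whole Transcriptome kit of Parse Biosciences, with random hexamer and oligo(dT) primers in the reverse transcription. In this method cells keep their RNA inside and pick up a barcode in each of several rounds of pooling and splitting, and the first-round well identifies the sample. Per the file headers, the authors deposited whole-number transcript counts (UMI counts, with unique molecular identifiers) per cell and gene, with a gene table and a cell table for each library. Per the file headers, the genome is named mg39 and the gene table holds an added EGFP sequence. The aligner, the annotation release, the handling of reads that match several genes and the choice of barcodes taken as cells are not stated. The gene table lists 55415 genes, of which 1416 have no symbol and are named by their identifier. The deposited counts per cell in the matrix equal those of the cell table in every cell.

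Everything that follows was computed from those deposited counts. Cells were kept with at least 500 detected genes, at least 1000 UMIs and at most 15% mitochondrial UMIs. Scrublet, run within each library through scanpy 1.11.5, marked 5 of 6362 cells (0.0786%) as doublets, too few for the caller to have worked on a data set of this size. Those cells were removed, and an alternative removed the 5% of cells with the highest Scrublet score in each library. The filter on genes, UMIs and mitochondrial share removed 27 cells of the Sox9cKO library and 115 of the Sox9con library. With the marked doublets also removed, 2710 and 3505 cells were left.

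Cells of both libraries were clustered together without integration. Counts were scaled per cell and log-transformed, 2000 variable genes were chosen with the library as batch key, and 30 principal components, 15 neighbours and Leiden clustering at resolution 0.5 followed. Sox9 was left out of the clustering. Clusters were named from marker lists of 10 cell classes by the class with the largest share of its markers at 50 CPM (a gene's UMI count scaled to the library total) or more, with at least 3 such markers. A cluster also stayed unnamed where its 10 leading genes were all at least 6 log2 units above the other cells and held none of its class's markers. The 50 CPM level and this last rule were set after the data were seen. The compared population is the biliary fraction, the cells left after the endothelial-like, mesenchymal-like and unnamed clusters were taken out. Of its clusters, 4 had 1 marker of another class and none of the biliary markers among their 10 leading genes, which were Msln, Serpina1c, Ltf and Rgs5. The name biliary therefore rests on the detected markers and on the labels, and the Sox9 ratio, the counts of genes apart and 3 list medians are also given over all kept cells.

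With 1 library per group no test of the genotypes is possible, and no p-value is given. Counts were summed per library over the biliary fraction. Each sum has an exact 95% Poisson interval, each share an exact 95% binomial (Clopper-Pearson) interval, and each ratio of 2 sums an exact conditional binomial interval. All of these cover counting error only. A ratio of wells at an equal mix of clusters was the Mantel-Haenszel ratio over clusters, with a normal 95% interval on the log scale. The log2 ratio was the CPM of the Sox9cKO library over that of the Sox9con library, with 0.5 counts added at the mean library total. Where 1 library had a count of 0, the fold was computed against 3 counts and is a lower bound. Genes with at least 200 UMIs over both libraries entered the count of genes at least 2-fold apart. For comparisons of shares of cells, each cell was thinned to 2000 UMIs and shallower cells were left out.

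The cells of each library lay in wells of its own in the first barcoding round, 5 for Sox9cKO and 4 for Sox9con, so that wells and libraries cannot be told apart. Wells of 1 library were taken as parts of the same cell suspension, which the labels do not state, and not as biological replicates. They were used as a technical spread, with the ratio given for each of the 20 pairs of a Sox9cKO and a Sox9con well. The 8 sublibraries, sets of cells sequenced as separate libraries, each hold cells of both.

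The genes named were set before the data were examined, as were the markers, the 13 gene lists, the cell filter and the clustering settings. They are the 10 genes with the highest and the 10 with the lowest log2 ratio among genes with at least 200 UMIs. Mitochondrial and sex-linked genes were left out of that ranking, and so were genes whose CPM in the library where they were higher was below that in another named class of at least 50 cells. Sox9, Inhba, Krt7, Spp1 and the sex-linked genes were added whatever their value, and members of the other lists are named as the highest and lowest of their list. A list's median log2 ratio, over members with at least 20 UMIs, was set against 10000 random lists of the same size drawn from windows of 200 genes ranked by total count. That percentile describes these libraries. The random lists were not matched on gene length.

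The alternatives were other cell filters, doublet treatment, scaling by the TMM factors of edgeR 4.0.16 and the size factors of DESeq2 1.42.0 (R 4.3.3; size factors alone, no test), the mean of each cell's CPM, thinned cells, other gene minimums, 5 added counts, all kept cells, Leiden resolution 1 and 4000 variable genes. Other alternatives were added after the data were seen. These left out wells, removed the main axis of difference between wells of 1 library, removed the cells with the highest doublet scores, thinned cells before clustering, rescaled or thinned the Sox9 ratio or gave it 5 added counts, or took the lists over all kept cells. The axis was the first principal component of log2 CPM, centred within each library, over genes with at least 1000 UMIs. The ratio code was tested on simulated counts for 9548 genes, of which 200 were changed. All of the changed genes (100%) were recovered, 0 of 9348 unchanged genes came out 2-fold apart, and the 95% intervals held the true ratio for 96.0% of genes. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

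Coordinates are not given, because the genome named in the gene table is not the build of the reference used here (GRCm38, GENCODE M21). That annotation served for gene lengths, taken as the span of the gene with its introns. These were matched by gene identifier for 99.8% of the genes used. The annotation also served to see which named genes overlap another gene. Of the 20 genes named by size, 11 overlap another annotated gene there and 6 overlap one on the same strand. The deposited counts per gene do not show which exons reads came from.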

Results

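Biliary epithelial cells line the bile ducts of the liver. Their transcripts were counted cell by cell in 1 library labelled Sox9cKO and 1 library labelled Sox9con, both from mouse liver. Sox9 is a transcription factor expressed in these cells, and the series describes the Sox9cKO cells as deficient in it and the other library as a control. The comparison asks how transcript levels differ between biliary cells with and without the gene. The library labelled Sox9cKO held 2740 cells with 14856321 UMIs in total, and a median of 5020 UMIs and 2177.5 genes per cell. The library labelled Sox9con held 3622 cells with 12811243 UMIs, and a median of 3161 UMIs and 1646 genes per cell. Median depth per cell was therefore 1.59 times as high in the Sox9cKO library. The median mitochondrial share was 5.84% in the Sox9cKO library and 5.45% in the Sox9con library. The most abundant single gene was Rn18s-rs5 with 4.72% of UMIs in the former and mt-Rnr2 with 3.45% in the latter. There are no replicate libraries, so every difference describes these 2 libraries and has no replicate check. The intervals given cover counting error only.

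Sox9 (ENSMUSG00000000567) was examined first, as a check of the labels. In the biliary fraction it had 1752 UMIs in the library labelled Sox9cKO, or 122 CPM (95% interval 116 to 128). In the library labelled Sox9con it had 1773 UMIs, or 146 CPM (139 to 152). The log2 ratio was -0.25 (-0.35 to -0.16). This difference did not hold between wells. Sox9 was lower in the Sox9cKO well in 10 of the 20 well pairs, and the pair ratios ran from -1.11 to 0.96. Levels were 102 to 145 CPM over the 5 Sox9cKO wells. Among the 4 Sox9con wells they were 74.3 CPM in well D11, 93.0 in D10, 153 in D12 and 220.3 in D9, and without well D9 the log2 ratio was 0.15. These 4 levels rose in the order of the wells' median depth per cell, from 2393 UMIs in D11 to 4346 in D9. Sox9 was lower in the Sox9cKO library in 7 of the 8 sublibraries.

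A Sox9 UMI was seen in 39.6% of Sox9cKO cells (37.7 to 41.5) and in 28.6% of Sox9con cells (27.1 to 30.2), at median depths of 5125 and 3226.5 UMIs. That order goes against the CPM and follows the depth. After thinning to 2000 UMIs the shares were 19.0% of 2463 cells (17.5 to 20.6) and 20.2% of 2806 cells (18.7 to 21.7), with 139 and 566 shallower cells left out. The shares did not differ beyond counting error at equal depth, while the levels in these thinned cells did, at 119 CPM (109.7 to 129) and 142 CPM (132 to 152). Over all kept cells the log2 ratio was -0.24. Over all alternatives it ran from -0.79, with the main axis of difference between wells removed, to 0.15 without well D9. In endothelial-like cells, which should lack the gene, 3 of 83 Sox9cKO cells (3.61%) and 5 of 115 Sox9con cells (4.35%) had a UMI, at median depths of 2355 and 2318 UMIs. The difference is small as reported, varies with the processing and changes direction between wells, so the Sox9 counts do not clearly bear out the label. The libraries are therefore called by their labels throughout, as cKO-labelled and control-labelled. Every direction given for the cKO-labelled library rests on that label. The plot of transcript levels per well shows Sox9 beside 3 other genes.

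**Figure D1:**
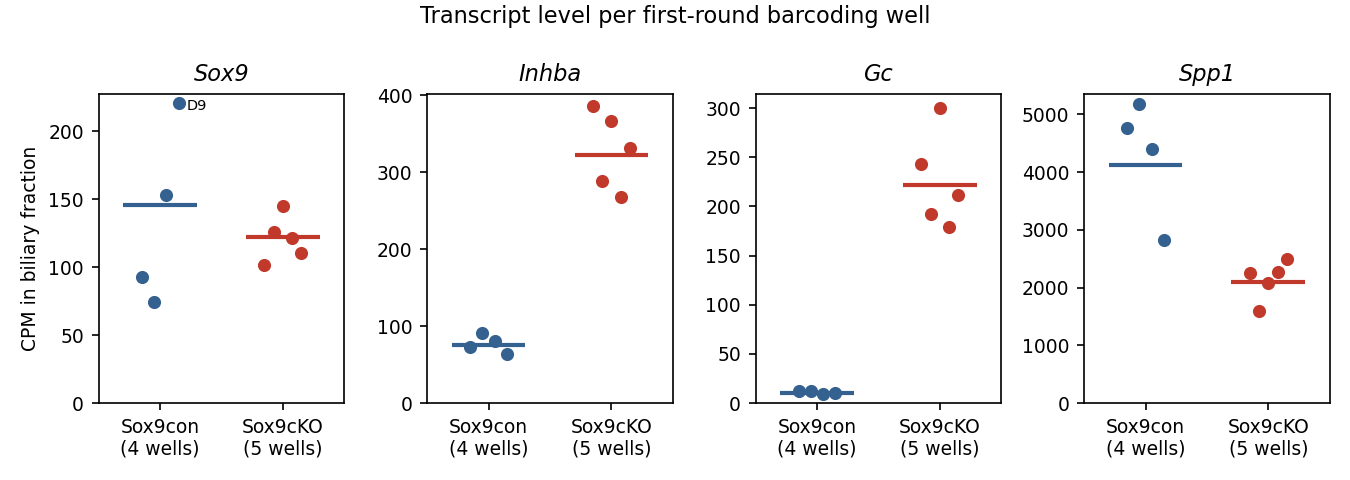
CPM of Sox9, Inhba, Gc and Spp1 in the biliary fraction of each first-round barcoding well (points), for the 4 Sox9con and 5 Sox9cKO wells, with the level of the whole library as a line. Sox9 levels overlap between the libraries and are highest in well D9 (220.3 CPM), while those of Inhba, Gc and Spp1 do not overlap.

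The cells fell into 12 clusters. The biliary fraction, the cells left once other classes were taken out, was 96.0% of kept cKO-labelled cells (95.2 to 96.7) and 96.2% of kept control-labelled cells (95.5 to 96.8). Endothelial-like cells made up 3.06% (2.45 to 3.78) and 3.28% (2.72 to 3.93), which did not differ beyond counting error. A stricter cell filter moved these most, to 5.38% and 6.24%. Mesenchymal-like cells numbered 8 in the cKO-labelled and 7 in the control-labelled library. The cluster left unnamed was led by Fyb, Mctp1 and Dgki and held 17 cells (0.627%) and 11 cells (0.314%). The biliary fraction came to 2602 cells with 14368770 UMIs and 3372 cells with 12184720 UMIs.

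Of 9328 genes with at least 200 UMIs in the biliary fraction, 203 were at least 2-fold higher in the cKO-labelled library and 168 at least 2-fold lower. The median log2 ratio over all tested genes was -0.07, and 95% of genes lay between -0.92 and 0.93. The lower count depended on 1 well, since without control-labelled well D9 the counts were 246 higher and 419 lower. With the size factors of DESeq2 they were 276 and 94. Over all kept cells, where no cluster names enter, they were 195 and 180. Of the 371 genes at least 2-fold apart, 293 (79.0%) went the same way in all 20 well pairs, against 13.3% of the other tested genes. The SD of log2 ratios over genes had a median of 0.565 over the 20 pairs of wells from different libraries (0.472 to 0.701). It was 0.298 over the 10 pairs of cKO-labelled wells (0.272 to 0.381) and 0.373 over the 6 pairs of control-labelled wells (0.278 to 0.566). The most different wells within the control-labelled library were thus as far apart as a typical pair across libraries.

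The 10 genes with the highest ratio were mostly transcripts of secreted plasma proteins. Serpina1e (ENSMUSG00000072849) had 211 UMIs in the cKO-labelled library and 0 in the control-labelled library, at least 59.6-fold higher against a floor of 3 UMIs. Its counting interval, which allows for more UMIs than that, starts at a log2 ratio of 5.59. Endothelial-like cells had 1 and 6 UMIs of it, and over all kept cells its log2 ratio was 4.81 (212 and 6 UMIs). Serpina1b (ENSMUSG00000071178) had 613 and 5 UMIs, a log2 ratio of 6.57 (5.47 to 8.33). Both belong to a family of near-identical copies that can share reads, so their separate levels are uncertain. Plg (ENSMUSG00000059481) had 250 and 3 UMIs and a log2 ratio of 5.94 (4.58 to 8.43). Hp (ENSMUSG00000031722) had 980 and 14 UMIs and a ratio of 5.85 (5.14 to 6.77). Vtn (ENSMUSG00000017344) had 214 against 10.2 CPM, a log2 ratio of 4.39 (4.13 to 4.66), and Gc (ENSMUSG00000035540) 222 against 10.8 CPM, a ratio of 4.36 (4.11 to 4.63). Log2 ratios were 4.87 for Fga (ENSMUSG00000028001), 4.47 for Fgb (ENSMUSG00000033831), 4.42 for Ltbp2 (ENSMUSG00000002020) and 4.19 for Hpx (ENSMUSG00000030895). All 10 were higher in 20 of 20 well pairs and in 8 of 8 sublibraries.

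The gene with the lowest ratio was Mmp24 (ENSMUSG00000027612), with 7 UMIs in the cKO-labelled and 254 in the control-labelled library and a log2 ratio of -5.31 (-6.75 to -4.36). Actr3-ps (ENSMUSG00000082319) followed with 8 and 247 UMIs and a ratio of -5.09 (-6.41 to -4.19). It is annotated as a processed pseudogene, so reads of its parent gene may be counted there and its level is uncertain. Adgrv1 (ENSMUSG00000069170) had 64 and 504 UMIs and a ratio of -3.20 (-3.61 to -2.84). Ratios were -2.94 for Gm42031 (ENSMUSG00000110386), -2.72 for A230001M10Rik (ENSMUSG00000105891), -2.56 for Ctnna2 (ENSMUSG00000063063) and -2.30 for Npas3 (ENSMUSG00000021010). They were -2.19 for Ppp2r2b (ENSMUSG00000024500), -2.17 for S100b (ENSMUSG00000033208) and -2.09 for Apobec3 (ENSMUSG00000009585). All 10 were lower in 20 of 20 well pairs, and 9 of them in 8 of 8 sublibraries, with Ctnna2 lower in 7. Adgrv1, A230001M10Rik, Ctnna2, Ppp2r2b, Apobec3 and Serpina1b overlap an annotated gene on their own strand, and Plg, Ltbp2, Mmp24, Npas3 and S100b one on the other strand, so some of their reads may belong to a neighbour. The rule against free RNA set aside Nid1 (5.93), Cd36 (4.52) and Rhoj (-2.45), whose CPM was higher in endothelial-like cells of the library where they were higher. Their levels in cKO-labelled and control-labelled endothelial-like cells were 305 and 459 CPM for Nid1, 182 and 143 for Cd36, and 717 and 453 for Rhoj. In the biliary fraction they were 97.503 and 1.56, 66.9 and 2.87, and 28.4 and 155 CPM. The endothelial-like levels thus do not follow the biliary ones, with Nid1 and Rhoj in the opposite order, so the rule sets these genes aside without showing that free RNA caused their ratios. Ratios of all tested genes are drawn in the plot against mean level.

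**Figure D2:**
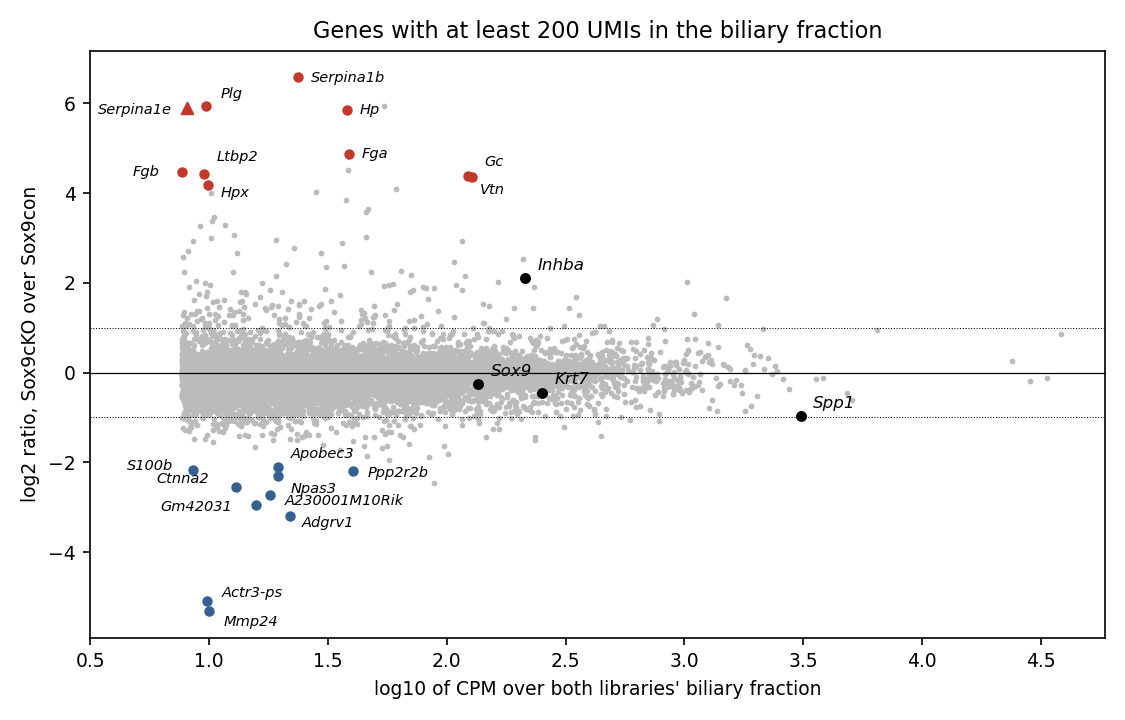
Log2 ratio of CPM, Sox9cKO over Sox9con, against log10 of CPM over both libraries, for genes with at least 200 UMIs in the biliary fraction (grey). The 10 highest named genes are red, the 10 lowest blue and 4 genes fixed in advance black; the triangle marks the lower bound for Serpina1e (0 UMIs in Sox9con), and dotted lines mark 2-fold, with 203 genes above and 168 below.

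Among genes named whatever their value, Inhba (ENSMUSG00000041324), which encodes a subunit of activin and inhibin, had 322 CPM in the cKO-labelled and 75.3 CPM in the control-labelled library. Its log2 ratio was 2.10 (1.99 to 2.20), and it was higher in 20 of 20 well pairs, with ratios from 1.54 to 2.60. Spp1 (ENSMUSG00000029304) was lower, at 2099 against 4126 CPM, a log2 ratio of -0.97 (-0.996 to -0.954). Its pair ratios ran from -1.70 to -0.18. Krt7 (ENSMUSG00000023039) had 213 against 290 CPM, a ratio of -0.45 (-0.52 to -0.38), with pair ratios from -1.19 to -0.07. With the stricter cell filter the Krt7 ratio was -0.14, outside that counting interval. Transcripts from the Y chromosome were counted in both libraries. Ddx3y had 167 and 208 CPM, Uty 115 and 126, Eif2s3y 54.0 and 63.9, and Kdm5d 29.4 and 38.6, each in the order cKO-labelled, control-labelled. Xist had 8.49 and 13.5 CPM and Tsix 1.18 and 1.89 CPM. Xist and Tsix overlap, so reads are hard to assign between them. The 6 sex-linked genes had a median log2 ratio of -0.36, at percentile 6.07 of random lists, with Uty at -0.13 the highest and Xist at -0.67 the lowest. Uty changed direction with the size factors of DESeq2, to 0.02.

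The other 12 gene lists were compared by their median log2 ratio. The mesenchymal transition list had the highest median, 1.11 over 7 genes, above 100% of random lists. Its members ran from Vim (-0.48) to Zeb2 (1.81). Over all kept cells, where 9 of its genes reached 20 UMIs, the median was 0.55. Basement membrane and integrin genes had a median of 0.50 over 18 genes, again above 100% of random lists, with 17 genes higher, and 0.51 over all kept cells. With the well axis removed it was 0.25. The random lists were matched on level and not on gene length, which the library ratio followed with a Spearman rho of 0.31. For every list, the percentile therefore cannot part its function from the lengths of its genes. The highest basement membrane and integrin gene was Nid1 (5.93) and the lowest Itga6 (-0.34). Hepatocyte secreted and metabolic genes had a median of 0.40 over 14 genes, at percentile 99.97, and 0.43 over all kept cells. Their members went both ways, 8 higher and 6 lower, from Mup20 at -4.53 (-7.07 to -3.15; 3 and 69 UMIs) to Serpina1a at 6.45 (4.49 to 12.3; 150 and 1 UMIs). The medians of these 3 lists were above 0 in all 20 well pairs and under TMM, DESeq2 and well-axis scaling. Over all alternatives the hepatocyte list moved most, to a median of 2.66 at the gene minimum of 100 UMIs and of 2.65 with the stricter cell filter.

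Smaller positive medians were found for the primary cilium list (0.19 over 16 genes, percentile 99.7, Bbs4 at -0.74 to Cc2d2a at 0.71). YAP and TEAD target genes had 0.18 over 14 genes, at percentile 98.4, from Ccn1 (-0.31) to Axl (1.44). Each of these was above 0 in 16 of 20 well pairs. Over all alternatives the cilium median ran from 0.10, with the well axis removed, to 0.34 with DESeq2 factors. The YAP and TEAD median ran from 0.053 to 0.33 with the same settings. TGF-beta and activin response genes had 0.14 over 14 genes, at percentile 97.1 and above 0 in 20 of 20 pairs, from Bambi (-0.93) to Ltbp2 (4.42). Their median ran from 0.094 without well D11 to 0.31 with the stricter cell filter. The other SOX family genes had 0.15 over 9 genes, at percentile 92.2, from Sox17 (-1.78) to Sox11 (0.87), and the median turned to -0.13 once the well axis was removed, -0.088 in thinned cells and -0.058 with the stricter filter. The list of genes induced by tissue dissociation was lower, with a median of -0.32 over 16 genes, at percentile 0.09 and below 0 in 19 of 20 pairs. Its members ran from Zfp36 (-0.88) to Dusp1 (0.35).

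The remaining 4 lists lay within the central 95% of random lists, as did the TGF-beta response, other SOX and sex-linked lists. Activin and TGF-beta ligands, receptors and antagonists had a median of -0.05 over 14 genes, at percentile 56.1. Its members ran from Fstl3 (-0.83) to Fst (4.03). The median turned to 0.05 with TMM, 0.10 with DESeq2 factors and 0.036 with the well axis removed. Biliary transport and function genes had -0.19 over 12 genes, at percentile 14.7, from Aqp1 (-2.25) to Itpr3 (0.45). Notch pathway genes had -0.17 over 10 genes, at percentile 28.6, from Hes1 (-0.81) to Nrarp (1.67). Their median turned to 0.20 without well D9, 0.11 as the mean over cells, 0.071 at the minimum of 100 UMIs and 0.066 in thinned cells. Proliferation genes had -0.30 over 15 genes, at percentile 24.4, from Cdk1 (-1.27) to Bub1 (0.62). The plot of list medians sets each beside its random lists.

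**Figure D3:**
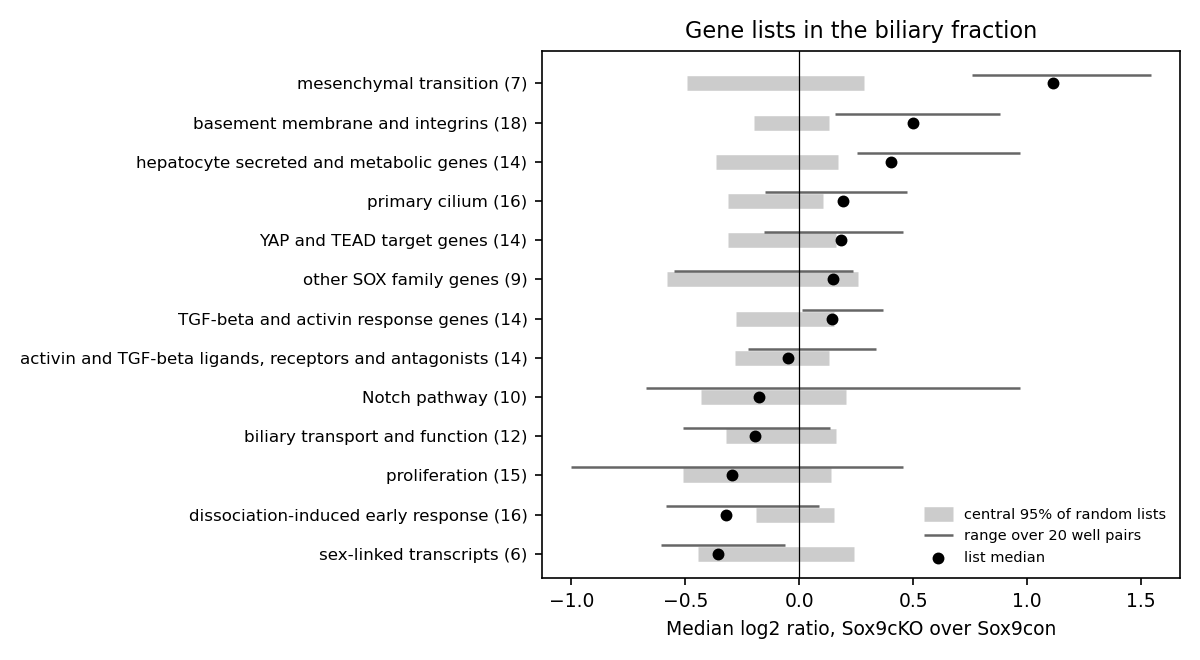
Median log2 ratio, Sox9cKO over Sox9con, of 13 gene lists in the biliary fraction (points; number of genes in brackets), with the central 95% of 10000 random lists matched on level (grey bars) and the range over 20 well pairs (lines). The mesenchymal transition (1.11), basement membrane (0.50) and hepatocyte (0.40) lists lie above both 0 and their random lists in the plotted scaling and keep that sign with TMM and DESeq2 factors.

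The biliary fraction clustered alone gave 9 clusters. In 3 of them at least 90% of cells came from 1 library. Cluster 0 was 98.4% and cluster 2 99.6% cKO-labelled, and cluster 3 was 94.96% control-labelled. These 3 clusters held 45.2% of the 5974 cells, or 54.8% of cKO-labelled and 37.9% of control-labelled cells. With 4000 variable genes the share was 62.5%. With 1 library per group a cluster of 1 library may be that library and no cell type, so cluster sizes are not compared further. Clusters 1, 4 and 6 held at least 100 cells of each library. Within them, named genes with at least 20 UMIs were compared again. Of the 10 lowest genes, 6 of 6 with enough counts stayed lower in cluster 1, 5 of 5 in cluster 4 and 5 of 5 in cluster 6. Of these 16 ratios, 2 were within counting error, Ppp2r2b in cluster 1 at -0.21 (-0.89 to 0.46) and Apobec3 in cluster 6 at -1.28 (-2.93 to 0.02). Of the 10 highest genes, only Gc had enough counts, with a log2 ratio of 2.33 (1.51 to 3.36) in cluster 1 and 0.72 (-0.65 to 2.21) in cluster 6. Clusters 0 and 2 held 83.7% to 99.1% of the cKO-labelled UMIs of the 10 highest genes (median 95.6%), against 58.0% of all cKO-labelled UMIs. For the 10 lowest genes the median was 51.9% (20.9% to 68.5%), with only 7 cKO-labelled UMIs for Mmp24 and 8 for Actr3-ps. Where the control-labelled UMIs of the lowest genes lay was not counted, so their tie to clusters of 1 library is not known. The clustering could use the highest and lowest genes, so these shares are no independent result.

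Inhba, which was among the genes the clustering could use, showed no difference beyond counting error in clusters 1 and 4, with log2 ratios of 0.14 (-0.27 to 0.55) and -0.33 (-1.34 to 0.65). Spp1 stayed lower in all 3 shared clusters, at -0.58, -0.91 and -0.85, and so did Krt7, at -0.60, -0.50 and -0.53. Sox9, which was left out of the clustering, had ratios of 0.23 (-0.03 to 0.48), 0.50 (0.16 to 0.84) and 0.49 (-0.01 to 0.99) in clusters 1, 4 and 6. In these clusters it was thus not lower in the cKO-labelled cells. It was lower beyond counting error in 3 clusters with fewer than 100 cells of 1 library or both. Its ratios there were -1.43 (-2.36 to -0.54) in cluster 5, -0.70 (-1.29 to -0.16) in cluster 7 and -0.57 (-1.06 to -0.13) in cluster 8. Control-labelled cells had 293, 233 and 250.1 CPM there, and cKO-labelled cells 107, 143 and 168 CPM. In clusters 0, 2 and 3 the ratios were within counting error, at 0.39 (-0.66 to 1.72), -1.43 (-2.99 to 0.85) and 0.35 (-0.14 to 0.81). The direction within clusters was therefore mixed. The plot of cells per cluster shows the cells of each library.

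**Figure D4:**
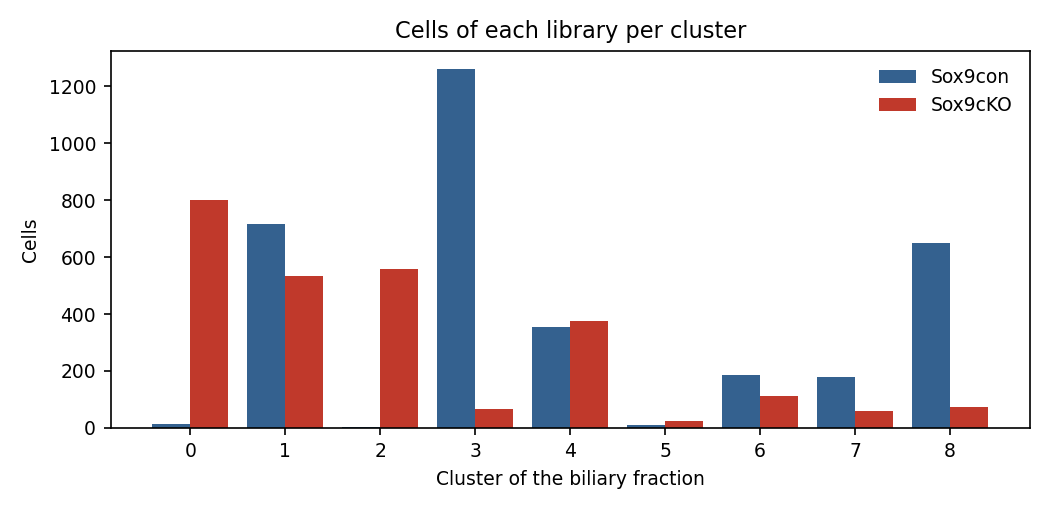
Number of cells of each library in the 9 clusters of the biliary fraction. Clusters 0 and 2 are almost all Sox9cKO cells (98.4% and 99.6%) and cluster 3 is 94.96% Sox9con cells, while clusters 1, 4 and 6 hold at least 100 cells of each.

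Cells in cycle were counted as those with at least 3 UMIs over the 17 proliferation genes. They made up 2.65% of cKO-labelled (2.07 to 3.34) and 2.08% of control-labelled biliary cells (1.62 to 2.62). The summed level of the list went the other way, at 89.99 against 128 CPM, so no order is read from these shares. After thinning to 2000 UMIs the shares were 0.568% (0.311 to 0.952) and 0.891% (0.577 to 1.31), which did not differ beyond counting error.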

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

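The alternatives that left out wells, removed the axis between wells, removed the 5% of cells with the highest doublet scores, thinned cells before clustering, rescaled or thinned the Sox9 ratio or gave it 5 added counts, or took the lists over all kept cells were chosen after the data were seen. No paired analysis was possible because each group has 1 library and the labels give no replicate numbers. The list of other SOX genes gave no value at the minimum of 100 UMIs, since too few of its genes reached it.

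The 20 genes named by size kept their direction in all 400 values under 20 alternatives. Of these values 1 was under 2-fold, S100b at -0.84 with the stricter cell filter. The 20 genes were chosen for their extreme ratios in the counts that the alternatives reuse. Their direction was thus nearly fixed in advance and is no separate support. A wider set of 601 values covered the named and sex-linked genes other than Sox9, and the median over genes. Of these, 552 stayed within the counting interval of the reported value (the median over genes within 0.1), 47 moved out of it, and 2 were counted as reversed. Both counted reversals were those of Uty, at 0.010 with the stricter filter and 0.022 with DESeq2 factors. For the median over genes a change of sign was not counted as a reversal, although it turned to 0.03 with TMM and 0.08 with DESeq2 factors. TMM factors raised every log2 ratio by 0.10 and DESeq2 factors by 0.15, which took the median over all genes from -0.07 to 0.08 with the latter. Relative to that shift, these scalings changed no ratio.

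The Sox9 log2 ratio of -0.25 changed under several alternatives. It was -0.45 with the stricter filter, which kept 1951 cells, -0.16 with TMM and -0.10 with DESeq2 factors, and -0.12 as the mean over cells. Across the 9 fits that each left out 1 well it ran from -0.42 to 0.15, the last without well D9, where it reversed. With the well axis removed it was -0.79. The share of cells with a Sox9 UMI was 31.7% of control-labelled cells with the stricter filter, and 19.0% and 20.2% at 2000 UMIs per cell, where the lower depth by itself lowers the share. For the filter the cause was not tested.

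The counts of genes at least 2-fold apart, 203 higher and 168 lower, grew to 404 and 400 with the minimum of 50 UMIs and to 3870 and 4252 over all genes with a UMI. More genes enter there, many with counts too low to place a ratio. The lower count was 94 with DESeq2 factors and 99 with the well axis removed. Leaving out 1 well at a time gave 197 to 246 higher and 127 to 419 lower genes, with both upper ends reached without well D9. The share of higher genes among those apart was 54.7%, and moved to 68.5% with TMM (246 and 113 genes), 74.6% with DESeq2 (276 and 94), 66.8% with the axis removed (199 and 99) and 37.0% without well D9 (246 and 419). Which side holds more genes is therefore not settled by these data.

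Among the lists, the dissociation median was -0.58 with the stricter filter. The proliferation median of -0.30 was -0.20 with TMM, -0.15 with DESeq2 factors and -0.18 at 2000 UMIs per cell. It was further from 0 without well A12 (-0.60), at the minimum of 100 UMIs (-0.54), with the axis removed (-0.49) and over all kept cells (-0.46). The basement membrane median was 0.25 with the well axis removed. The hepatocyte list has an interval of -0.65 to 4.47 around its median, since its members part widely, and medians up to 2.66 lie inside it. The endothelial-like shares were 5.38% and 6.24% with the stricter filter. The cycling shares were 0.568% and 0.891% at 2000 UMIs per cell and 8.07% and 6.32% at 2 UMIs over the list, by construction of these settings. The share of cells in clusters of 1 library was 47.2% at 2000 UMIs per cell, 46.7% at Leiden resolution 1 and 62.5% with 4000 variable genes. Apart from the thinned shares, the cause of these changes was not tested.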

Other observations

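Tests of Sox9, of free or caught hepatocyte RNA, of Serpina1 copies, of well D9 in the clusters, of gene length and of EGFP were chosen after the result was seen. Those of the well axis and of depth for the hepatocyte list, of depth and library-wide difference for the clusters, of mouse background and of the mix of cells between wells were written before their own value was seen, on patterns already noticed. Genes named here outside the fixed rule were chosen after their values were seen.

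The Sox9 counts were close in libraries whose labels say that 1 lacks the gene. Free RNA from other cells does not account for this, since Sox9 in the cKO-labelled biliary fraction was 6.16 times its level in endothelial-like cells of that library (19.8 CPM, 6.43 to 46.2). A mix of cells that kept and cells that lost the transcript, lying in different clusters, was tested next. The clusters of almost only cKO-labelled cells had 127 CPM and the cKO-labelled cells of shared clusters 108 CPM, a log2 ratio of 0.23 (0.08 to 0.38), where a mix predicts far less in the former. The few cKO-labelled cells of clusters 3 and 8, where control-labelled cells prevail, had more, with 193 CPM (138 to 261) and 168 CPM (122 to 226). Still, in none of the 9 clusters did cKO-labelled cells have less than 104 CPM, with interval ends no lower than 69.6, above the 46.2 CPM that bounds the endothelial-like level. No cluster of cells without the transcript is therefore seen. A partial loss, or a mix within clusters, was not tested. A different mix of biliary cells in the wells is argued against, since Sox9 in well D9 stayed above the other control-labelled wells at an equal mix of clusters, with a log2 ratio of 0.94 (0.81 to 1.08), and the mix alone gave 0.060. Another difference between wells stays open, as the ratio of the libraries was 0.15 without well D9 and -0.79 with the well axis removed. Among control-labelled wells Sox9 rose with median depth, which was 2393 UMIs in D11, 3167 in D10, 3348 in D12 and 4346 in D9. Of the cKO-labelled wells the shallowest, A11 (3537), had the lowest Sox9, but the deepest, A12 (6485), not the highest. The close Sox9 counts can therefore not be parted from the depth of the wells. An exchange of the labels cannot be told apart from a true low contrast, because Sox9 was lower in 10 of 20 well pairs and both orders occur. A deletion that leaves most of the transcript in place is another candidate explanation. It was not tested, since counts per gene do not show exons.

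Hepatocyte-type transcripts rose in the cKO-labelled biliary fraction, with 17580 against 7821 UMIs over the list of 16 genes and a log2 ratio of 0.93 (0.89 to 0.97). Of those genes, 14 had at least 20 UMIs in the biliary fraction and 12 also serve as hepatocyte markers. Free hepatocyte RNA would raise them in endothelial-like cells too, and there the ratio was 0.050 (-0.54 to 0.63). Hepatocytes caught in the fraction would bring all abundant hepatocyte transcripts. Summed Apoa1, Apoa2 and Ttr fell, from 176 to 80.4 CPM, a log2 ratio of -1.13 (-1.23 to -1.03), while Alb rose from 365 to 589 CPM, a ratio of 0.69 (0.64 to 0.74). Wells and depth were tested by the number of the 14 genes at least 2-fold higher, which was 6 as reported. It was 6 after removal of the well axis, where the list median was 0.27, and 6 at equal UMIs per cell, where the median was 0.60. Thinning leaves a ratio of summed CPM nearly unchanged, and the 6 genes had reported log2 ratios of 2.54 to 6.45. This count therefore cannot decide on depth. For wells it argues only against the axis between wells of 1 library as the source of these 6 ratios. The axis was centred within each library, so a difference between the 2 sets of wells was not tested. Reads shared between the Serpina1 copies would leave the other genes and the sum of the copies alike. Without these copies the summed list had a log2 ratio of 0.84 (0.80 to 0.88), and the 5 copies summed had 2146 and 85 UMIs, a ratio of 4.41 (4.11 to 4.75). Apart from depth and the 2 sets of wells, which were not decided, these tests argue against each explanation as the whole cause. A change of the biliary cells themselves with the Sox9 genotype may underlie the pattern, as a hypothesis. Differences between the animals or preparations behind the 2 libraries remain open, because each genotype is 1 library.

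Of the biliary cells, 45.2% lay in clusters of 1 library. Depth does not account for it, since 47.2% of cells were in clusters of 1 library after thinning, about as many as before. The axis between wells as the whole cause is argued against by well D9. Among control-labelled wells, its axis score (13.3) lies nearest to those of the cKO-labelled wells (-4.70 to 12.6). Of its cells 9 of 831, or 1.08%, fell into the clusters of almost only cKO-labelled cells, which held 52.2% of cKO-labelled cells. A difference across the whole library or its set of wells, acting on every cell type, stays open. The SD of log2 ratios over 4857 genes in endothelial-like cells was 0.68, inside the 0.62 to 0.77 of 100 draws of equally many biliary cells at equal depth, with 0.44 from counting noise alone. The SD in endothelial-like cells, which have little Sox9 RNA, was thus not told apart from that of equally few biliary cells. The noise value covers counting error only, and spread from cell to cell was not separated out. Similar SDs therefore do not show that the libraries differ equally in both kinds of cell, and this test cannot decide the question.

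For the genes at least 2-fold apart in biliary cells, a library-wide difference such as mouse background may explain a part. In endothelial-like cells 117 of them had at least 20 UMIs. Their median log2 ratio there, signed by the direction in biliary cells, was 0.49 (0.33 to 0.57), against 1.24 in biliary cells. That argues against a library-wide difference as the whole cause for these 117 genes, while 84 of them went the same way and 30 were at least 2-fold apart in the same direction, against 2 in the opposite one. Among the 30 were Lepr (3.07 in biliary and 1.47 in endothelial-like cells), Camk1d (1.65 and 1.43), Id3 (-1.66 and -1.12) and Mt1 (-1.12 and -1.22). Free RNA of biliary cells in endothelial-like cells was not tested as a source of this shared part.

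Wells of the same library differed in the share of UMIs from 89 ribosomal protein genes, which was 0.546% in well D9 and 1.28% to 1.65% in the other 3 control-labelled wells. In the cKO-labelled wells it was 0.603% to 0.956%. A different mix of biliary cells between wells would leave endothelial-like cells alike. There the log2 ratio of well D9 over the others was -1.14 (-1.26 to -1.02), close to the -1.37 in biliary cells, which argues against that explanation. The axis that separates wells held 51.0% of the variance within libraries over 4599 genes. Across these genes, which are not independent replicates, it followed gene length with a Spearman rho of 0.38. Gene length is the span of the annotated gene with its introns, and transcript length was not measured. A difference in priming or RNA capture between wells that depends on gene length is possible, but it was not tested directly. The library ratio itself followed gene length with a rho of 0.31, and of 0.11 after the axis was removed. Apart from the mix of cells, no biological explanation was tested, because the labels say nothing of wells.

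EGFP, an added sequence in the gene table, had 16 UMIs in all cKO-labelled cells (1.08 CPM) and 7 in all control-labelled cells (0.546 CPM). The log2 ratio of 0.93 (-0.38 to 2.502) does not part the libraries beyond counting error, so expression in the cKO-labelled library alone cannot be told apart from an equal low level in both. Too few counts keep it open.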
